# Alterations in gene expression in the spinal cord of mice lacking *Nfix*

**DOI:** 10.1186/s13104-020-05278-w

**Published:** 2020-09-16

**Authors:** Elise Matuzelski, Alexandra Essebier, Lachlan Harris, Richard M. Gronostajski, Tracey J. Harvey, Michael Piper

**Keywords:** Nuclear Factor One, NFIX, Spinal cord, Microarray

## Abstract

**Objective:**

Nuclear Factor One X (NFIX) is a transcription factor expressed by neural stem cells within the developing mouse brain and spinal cord. In order to characterise the pathways by which NFIX may regulate neural stem cell biology within the developing mouse spinal cord, we performed an microarray-based transcriptomic analysis of the spinal cord of embryonic day (E)14.5 *Nfix*^*−/−*^ mice in comparison to wild-type controls.

**Data description:**

Using microarray and differential gene expression analyses, we were able to identify differentially expressed genes in the spinal cords of E14.5 *Nfix*^*−/−*^ mice compared to wild-type controls. We performed microarray-based sequencing on spinal cords from n = 3 E14.5 *Nfix*^*−/−*^ mice and n = 3 E14.5 *Nfix*^+*/*+^ mice. Differential gene expression analysis, using a false discovery rate (FDR) *p*-value of *p* < 0.05, and a fold change cut-off for differential expression of >  ± 1.5, revealed 1351 differentially regulated genes in the spinal cord of *Nfix*^*−/−*^ mice. Of these, 828 were upregulated, and 523 were downregulated. This resource provides a tool to interrogate the role of this transcription factor in spinal cord development.

## Objective

Transcription factors play a central role in promoting stem cell biology within the developing embryo. For example, the Nuclear Factor One (NFI) transcription factors regulate fetal muscle gene expression [1], retinal development [2], and dorsal telencephalic formation [3, 4]. NFIX specifically promotes neural stem cell differentiation within the developing neocortex, hippocampus and cerebellum [5–8], as well as within the adult forebrain neurogenic niches [9, 10]. Mechanistically, NFIs have been shown to drive differentiation within the nervous system via the activation of lineage-specific gene expression patterns, as well as via the repression of stem cell self-renewal genes [11, 12].

NFIs also contribute to mouse spinal cord development. Mice lacking either *Nfia* or *Nfib* exhibit reduced expression of the astrocyte marker GFAP at E18.5 [13]. Moreover, NFIA has been proposed to mediate the switch in neural progenitor cell activity, promoting progression down a glial lineage, rather than the neural lineage [13]. NFIA has more recently been shown to interact with SOX9 in order to promote the expression of astrocytic genes, including *Apcdd1* and *Mmd2* [14]. We have also recently shown that *Nfix*-deficient mice also exhibit delayed astrocytic differentiation within the mouse spinal cord, with *Nfix* expression reliant, at least in part, on the activity of NFIB [15]. However, although we analysed the expression of NFIX within the developing mouse spinal cord, as well as the broad cellular phenotypes of the spinal cord in *Nfix*^*−/−*^ mice, we did not perform a global analysis of those genes that were misregulated in *Nfix* mutant mice. To gain a more comprehensive understanding of the transcriptional landscape controlled by NFIX within the spinal cord, here we performed microarray analysis on E14.5 wild-type and *Nfix*^*−/−*^ spinal cords, the age at which the expression of NFIX by neural progenitor cells lining the spinal central canal is highest [15].

## Data description

The rationale behind this profiling experiment was to understand transcriptional changes arising in the developing spinal cord in the absence of *Nfix.* To do this, *Nfix*^*−/−*^ mice [16] and their wild-type littermates were used. These mice were maintained on a C57Bl/6J genetic background. 

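*Nfix*, the gene deleted in these mice, was lower in the *Nfix*-/- arrays than in the wild-type arrays. Its transcript cluster, which lies on chromosome 8 of mm10 from 84704712 to 84801238, had log2 values of 8.90, 8.88, 8.83 and 8.81 in the 4 *Nfix*-/- arrays and of 9.36, 9.18, 9.25 and 9.19 in the 4 wild-type arrays. The log2 difference, *Nfix*-/- minus wild-type, was -0.39 (standard error 0.0544, adjusted p = 0.00240 from limma), or 0.763 of the wild-type signal. Every *Nfix*-/- array lay below every wild-type array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). The paper's text does not name the part of the gene that is deleted, and the place of the probes within it was not analysed here, so the remaining signal is no measure of remaining function. All differences are given in this direction, in which the counts of higher and lower genes run opposite to those stated in the study.

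Whole spinal cords of E14.5 embryos were measured on 8 arrays, 4 for each genotype, labelled as biological replicates 1 to 4. Each array gave 1 log2 value for each of 65956 transcript clusters, the sets of probes that the array's design assigns to 1 transcribed region, and for 6732 control probe sets. The authors made these values from the scanner files by SST-RMA, which transforms the signal, corrects background, makes the arrays' distributions alike and summarises the probes of each cluster. The deposited values were used as they are, and the median over clusters was 5.08 to 5.21 in the 8 arrays. Genotypes were compared with limma over all transcript clusters, with Benjamini-Hochberg adjustment. Of the clusters, 30604 carried 1 gene symbol in the platform annotation, 2146 carried several and 33206 were unnamed.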

Heterozygous male and female mice were placed together overnight to produce time-mated litters. The presence of a vaginal plug the following day indicated a successful mating was likely, and this was designated E0.5. Polymerase chain reactions (PCR) confirmed the genotypes of each mouse. PCR primers are available on request. Pregnant dams were euthanized by cervical dislocation. Embryos were removed and placed on ice. Whole spinal cords were dissected from E14.5 *Nfix*^*−/−*^ and wild-type mouse embryos and snap frozen using dry ice. An RNeasy Micro Kit (QIAGEN) was used to extract total RNA from these samples, which were then diluted to 80 ng/μL and sent to the Ramaciotti Centre (University of New South Wales, Australia) for microarray analysis on a Mouse Transcriptome Array 2.0ST (Affymetrix). The Ramaciotti Centre performed sample quality control at three points in the process; (1) first-cycle cRNA after clean up (spectrophotomoter and Bioanalyzer), (2) second-cycle single-stranded cDNA after clean up (spectrophotomoter and Bioanalyzer), and (3) fragmented and labelled cDNA (Bioanalyzer and gel-shift assay). All the samples passed these checkpoints. For the Bioanalyzer analyses, all samples reported an RNA integrity number > 8. For the spectrophotometer analyses, the OD 260/280 ratio was used to measure the purity of the RNA; all samples had values ~ 2. Finally, the QC metric pos_vs_neg_auc value was used to determine the quality of the array data. 

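From the deposited values, the probe sets named as positive controls (1324) were separated from those named as negative controls (5222) with an area under the curve of 0.924 to 0.934 in the *Nfix*-/- arrays and of 0.908 to 0.933 in the wild-type arrays. The mean was 0.931 ± 0.00487 (SD, n = 4) in *Nfix*-/- and 0.925 ± 0.0117 (SD, n = 4) in wild-type. The lowest value, 0.908, was that of wild-type replicate 2, whose negative controls had a median log2 value of 4.88, against 4.33 to 4.49 in the other wild-type arrays. *Nfix*-/- replicate 4 followed, with an area of 0.924 and a negative-control median of 4.60, against 4.34 to 4.40 in the other *Nfix*-/- arrays. Over all transcript clusters, wild-type replicate 2 correlated with the other wild-type arrays at Pearson's r of 0.980 to 0.990, across clusters of the same array type, which are not independent replicates. The first principal component held 42.3% of the variance and set wild-type replicate 2 apart, with a score of 72.7 against -38.3 to 20.5 in the other arrays. The second component held 34.3% and separated the genotypes, with scores of 15.7 to 39.4 in *Nfix*-/- and of -40.7 to -4.03 in wild-type. The median of the positive controls was also higher in every *Nfix*-/- array, at 8.73 ± 0.0110 (SD, n = 4) against 8.64 ± 0.0319 (SD, n = 4) in wild-type (two-sided exact permutation test, p = 0.0286).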

Values above 0.8 identify the data as within the bounds for the threshold test; all our samples were > 0.91.

Raw microarray data in the form of.CEL files were received from the Ramaciotti Centre and initially processed by running an SST-RMA (gene level) analysis on all samples using the Affymetrix Expression Console software (build 1.4.1.46). The resulting.CHP files were then imported into the Affymetrix Transcription Analysis Console (TAC) software and sample files were compared in differential gene expression analyses between *Nfix*^*−/−*^ and wild-type samples. Algorithm parameters selected included: genome version mm10, one-way between-subject ANOVA (unpaired) and ANOVA *p*-value (condition pair) < 0.05. Differential gene expression analyses were performed using Affymetrix Transcription Analysis Console (TAC) software. Gene expression levels between *Nfix*^*−/−*^ and wild-type samples were compared using a one-way between-subject ANOVA (unpaired) and corrected for FDR. A *p-*value < 0.05 denoted a statistically significant difference in gene expression between samples. A fold change cut-off for differential expression of >  ± 1.5 was also used to stratify differentially expressed genes.

Table 1 presents data repositories arising from this work. The raw sequencing data are available from GEO (Data set 1) [17]. 

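The named genes with the largest rises in *Nfix*-/- spinal cord were *Aspn*, *Vmn1r67*, *Cdrt4*, *Olfr1218*, *Hmgb1l*, *Tex38*, *Olfr539*, *Rab39*, *Ccdc87*, *Rtl3* and 2 variable segments of the immunoglobulin kappa chain. *Aspn*, which encodes asporin, an extracellular matrix protein, rose from a log2 value of 3.49 ± 0.347 (SD, n = 4) to 4.53 ± 0.493 (SD, n = 4). This is a log2 difference of 1.04 (standard error 0.257, adjusted p = 0.0226 from limma), lost with the methods' t-test. *Cdrt4* rose by 0.95 (standard error 0.0613, adjusted p = 0.000261) and *Vmn1r67*, a vomeronasal receptor gene, by 1.00 (standard error 0.0941, adjusted p = 0.000611). The largest falls were in 6 variable segments of the immunoglobulin heavy chain, with log2 differences of -1.47 to -0.92, 2 variable segments of the T-cell receptor alpha chain, the olfactory receptor genes *Olfr1009* and *Olfr1018*, the cornified envelope gene *Lce1f* and *Tsix*, the antisense partner of *Xist*. Of the heavy-chain segments, *Ighv8-13* fell from 5.01 ± 0.0767 (SD, n = 4) to 3.72 ± 0.0590 (SD, n = 4), a log2 difference of -1.29 (standard error 0.0552, adjusted p = 0.000111). *Tsix* was lowest within each genotype in the arrays with low *Xist*, at 5.24 and 5.08 in *Nfix*-/- replicates 1 and 2 (others 6.00 and 5.98) and 6.11 in wild-type replicate 3 (others 6.51 to 6.67), so its fall holds a part that follows embryo sex, with 2 such arrays against 1, and was -0.55 with the mean of Y-linked genes as a covariate, still past the adjusted p. None of these 24 genes was above the 95th percentile of the negative controls on any array.

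At an adjusted p under 0.05 and a fold change over 1.5 from limma, 522 transcript clusters were higher and 829 were lower in *Nfix*-/- than in wild-type spinal cord, 1351 of 65956 in all. Over all clusters, without selection, the 4 *Nfix*-/- values did not overlap the 4 wild-type values in 28.1%, a share of 2.86% by chance. Of the 1351, 959 were unnamed, 108 belonged to protein-coding genes, 96 to pseudogenes, 52 to long non-coding RNAs and 32 to small nucleolar RNAs. Counted by gene, the clusters past both thresholds held 42 of 1225 olfactory receptor genes, 20 of 314 variable segments of antigen receptors and 102 of 19046 protein-coding genes, families chosen after their values were seen. Their median log2 value was 4.03, against 4.44 for the negative controls and 5.12 for all clusters. Only 11 of the 1351 were above the 95th percentile of the negative controls on at least 4 arrays, although 11778 clusters were. They include 1 protein-coding gene, *Pirt*, a regulator of TRP channels in sensory neurons, which rose by 0.62 (standard error 0.150, adjusted p = 0.0208), the small nucleolar RNA *Gm23254*, which rose by 0.81 (standard error 0.132, adjusted p = 0.00440), and the pseudogene *Gm15309*, which rose by 0.63 (standard error 0.0889, adjusted p = 0.00251), all named after their values were seen. *Pirt* was lowest in wild-type replicate 2, at 7.23 against 7.79 to 8.02 in the other wild-type arrays, as were the genes of sensory ganglia, and the amount of ganglion tissue left on the cords was not measured. *Nfix* itself passed the adjusted p but not the fold cut-off.

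**Figure D1:**
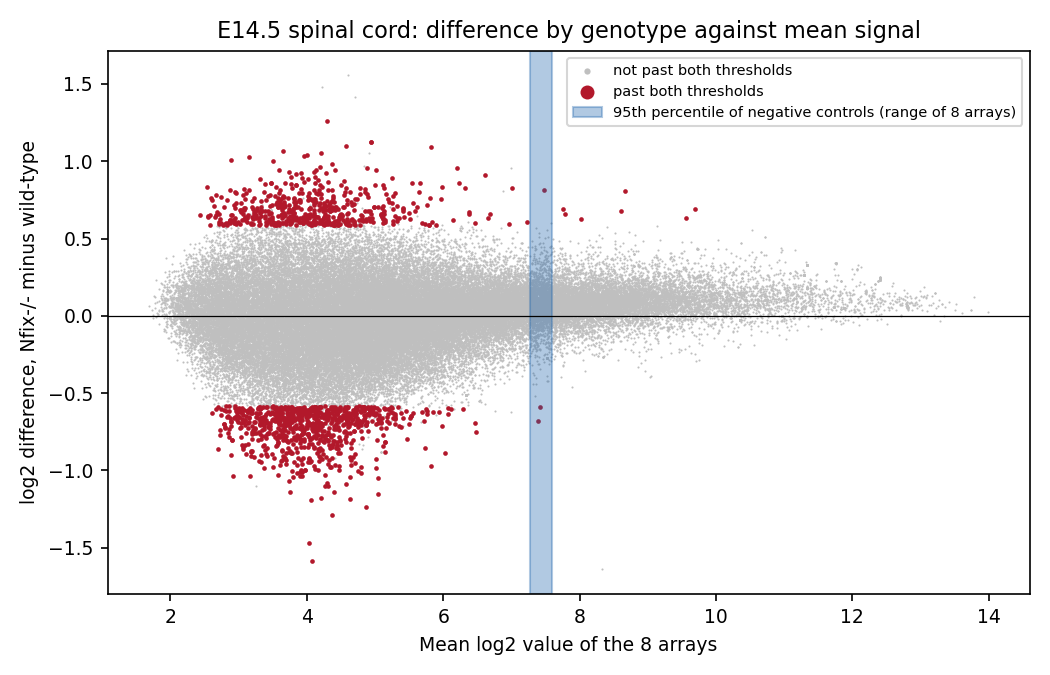
Each point is 1 of 65956 transcript clusters, with its mean log2 value over the 8 arrays on the horizontal axis and its log2 difference, *Nfix*-/- minus wild-type, on the vertical axis. The 1351 clusters past both thresholds are red, and nearly all lie left of the blue band, which spans the 95th percentile of the negative controls on the 8 arrays.

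Without the fold cut-off, 14520 clusters passed the adjusted p, 7602 higher and 6918 lower, with a median fold of 1.26. The balance of directions moved with the scaling of the arrays: 654 were higher and 697 lower at both thresholds after subtraction of each array's median, 612 and 677 after cyclic loess, and 652 and 661 after quantile normalization. The paper states that genes were upregulated and others downregulated in the spinal cord of *Nfix*-/- mice.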

Differential gene analysis revealed that 828 genes were upregulated in the E14.5 spinal cord of *Nfix*^*−/−*^ mice in comparison to controls, whereas 523 genes were downregulated in the spinal cord of *Nfix*^*−/−*^ mice in comparison to controls (Data set 2) [18].

**Table 1:** Overview of data files

Label	Name of data file	File types (file extension)	Data repository and identifier (DOI or accession number)
Data file 1	Expression data from embryonic mouse spinal cords from NFIX knockout and wild-type mice	CEL file	https://identifiers.org/geo:GSE155327 [17]
Data file 2	Differentially regulated genes E14.5 spial cord NFIX KO vs. WT	Excel spreadsheet (.xlsx)	https://doi.org/10.6084/m9.figshare.12735860.v1 [18]

## Limitations

This work complements our recently published work [15], and provides additional, global insights into the changes in transcriptional programs evident in the spinal cord in the absence of *Nfix.* While valuable, there are a number of limitations that need to be considered when interpreting these data. 

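Of 20 genes of neural progenitors, *Hes5* fell and *Phgdh* rose in *Nfix*-/- spinal cord, and 18 did not pass the test. *Hes5*, a target of Notch signalling that maintains progenitors, fell from a log2 value of 8.12 ± 0.0405 (SD, n = 4) to 7.66 ± 0.134 (SD, n = 4), a log2 difference of -0.46 (standard error 0.0697, adjusted p = 0.00322 from limma). Of 15 genes of neurons, 4 rose and none fell (5 rose when adjusted over the list alone), among them the neurofilament genes *Nefl* at 0.23 and *Nefm* at 0.23 and the growth cone gene *Gap43* at 0.18. Of 18 genes of the synapse, 5 rose and none fell (5 and none over the list alone), among them the complexin genes *Cplx1* at 0.32 (adjusted p = 0.00374) and *Cplx2* at 0.22 and the synaptotagmin gene *Syt4* at 0.24. These rises stood against a median of 0.09 over the 11778 clusters above the negative controls, of which 2426 were higher and 74 lower at an adjusted p under 0.05, and 204 were higher and 132 lower after cyclic loess. Of the neuronal and synaptic genes none and 2 were higher after cyclic loess and none and none after quantile normalization, while 4 and 5 were after median scaling. *Hes5* remained lower and *Phgdh* no longer passed after each of these 3 scalings.

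The genes of the p53 response that rose were 3 of 10 (4 over the list alone): *Ccng1* at 0.30, *Ei24* at 0.19 and *Mdm2*, the ubiquitin ligase of p53, at 0.19. Of 19 genes of mitosis 3 rose (2 over the list alone), *Ccna2* at 0.26, *Top2a* at 0.20 and *Nusap1* at 0.15. After cyclic loess only *Ccng1* and *Ccna2* of these 6 still passed. *Ccna2* was above the 95th percentile of the negative controls on only 2 arrays and *Top2a* on 1. Of 17 genes of DNA replication *E2f1* rose by 0.28 (none over the list alone). Among 22 astrocyte genes *Acsbg1*, an acyl-CoA synthetase, rose by 0.19 and 21 did not pass the test (none over the list alone), and *Acsbg1* no longer passed after median scaling, quantile normalization or cyclic loess. Among 15 genes of the oligodendrocyte lineage *Ugt8a* rose by 0.19 and *Bcas1* by 0.14 (none over the list alone), and after cyclic loess neither passed, while *Olig2*, named after its values were seen, was lower at -0.34. *Gfap*, an astrocyte intermediate filament, had a log2 difference of -0.05 (standard error 0.0533, adjusted p = 0.587), *Sox9* one of 0.11 (standard error 0.0587, adjusted p = 0.202) and *Mmd2* one of 0.07 (standard error 0.0542, adjusted p = 0.406). *Gfap* was above the 95th percentile of the negative controls on 0 of 8 arrays, so at that cut its value was not told apart from background. The paralogs of *Nfix* gave -0.02 for *Nfib* (standard error 0.0700, adjusted p = 0.857) and 0.00 for *Nfia* (standard error 0.0448, adjusted p = 0.986). Of 15 proneural genes none passed, with *Btg2* at -0.26 and *Neurog2* at -0.17, and both were lower past the test after cyclic loess. The motor neuron gene *Mnx1* fell by 0.30, and among interneuron and patterning genes *Ptf1a* rose by 0.39, *Sim1* by 0.25 and *Gsx2* by 0.25, each the only call in its list and none over the list alone. *Mnx1*, *Ptf1a*, *Sim1*, *Gsx2*, *Neurog2*, *Ugt8a*, *Bcas1*, *E2f1* and *Nusap1* were also above the 95th percentile of the negative controls on 0 arrays. At that cut their values were not told apart from background, which does not show that these genes were unexpressed.

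No list passed camera, a test of a list against all other genes, at an adjusted p under 0.05. In this test 6 of 33 lists had an unadjusted p under 0.05 with the preset correlation of 0.01 and none with an estimated correlation. The lowest adjusted p was 0.0548, for neurons and for meninges and fibroblasts (adjusted p = 0.996 for both with an estimated correlation). By fry, which tests whether a list's genes move on balance 1 way, 6 lists passed: neurons, synapse, meninges and fibroblasts, p53 response and cytoplasmic ribosome upwards and the NFI family, which includes *Nfix*, downwards. Unlike camera, fry tests against no change and not against the other genes. After cyclic loess, an alternative chosen after seeing the data, none of the 5 lists that had gone upwards passed fry. The medians of neurons, synapse and cytoplasmic ribosome moved to -0.01, -0.003 and -0.03. Those of p53 response and of meninges and fibroblasts fell from 0.15 and 0.17 but stayed at 0.095 and 0.085.

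**Figure D2:**
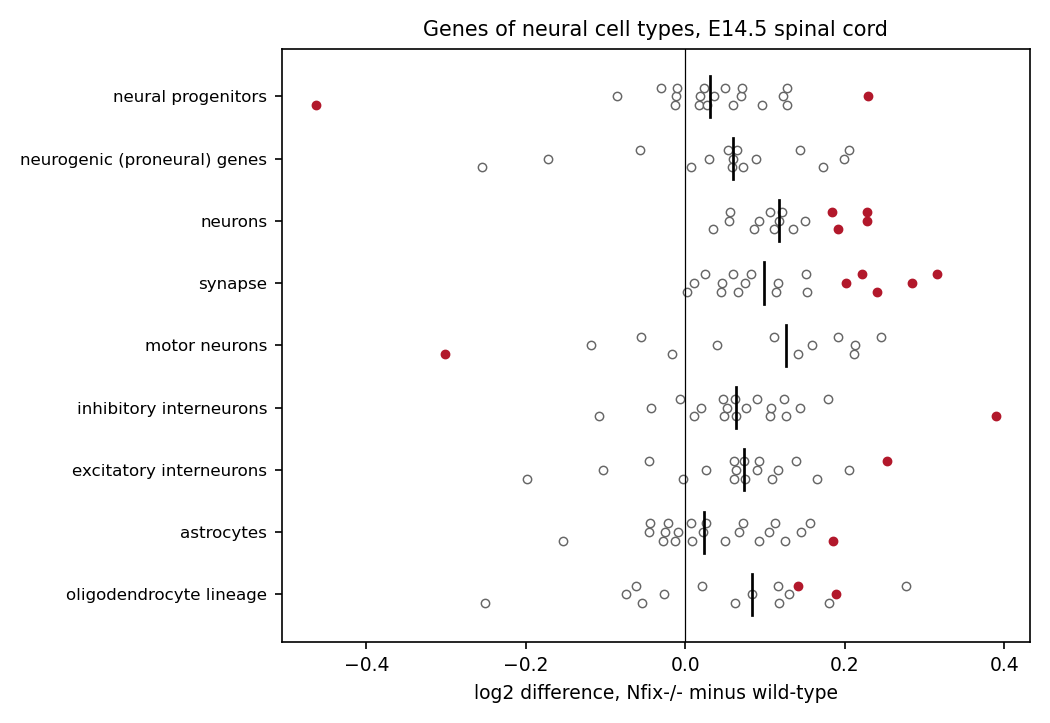
Each point is 1 gene of a list, with its log2 difference, *Nfix*-/- minus wild-type, on the horizontal axis. Filled points passed an adjusted p under 0.05 from limma and bars mark list medians, which lie at 0.12 for neurons and 0.02 for astrocytes.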

Firstly, our analysis of transcriptional changes in the spinal cord of *Nfix*^*−/−*^ mice was only conducted at one age. Investigating further embryonic and postnatal ages would provide more context around the role of NFIX in regulating genesis of the spinal cord. Secondly, although the expression of NFIX is prominent within the neural stem cells of the spinal cord at this age [15], NFIX is also expressed by other cell types within the spinal cord. As such, interpretation of the data needs to occur with this caveat in mind. 

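Genes of cells outside the neural lineages were also measured in the whole cords. Of 16 genes of meninges and fibroblasts, 7 rose in *Nfix*-/- spinal cord and none fell (8 over the list alone), among them *Foxc1*, a transcription factor of the meninges, at 0.34 (standard error 0.0555, adjusted p = 0.00424 from limma), the matrix gene *Lum* at 0.37 and the mesenchymal factor *Prrx1* at 0.29. After cyclic loess 5 of the 16 were higher, of which only *Foxc1* was above the 95th percentile of the negative controls on at least 4 arrays, and the brighter *Col3a1* and *Lox*, named after their values were seen, no longer passed. Of 17 endothelial genes, *Cdh5*, *Emcn* and *Sox18* rose by 0.27, 0.28 and 0.29 (2 over the list alone), of 11 genes of pericytes and smooth muscle *Anpep* rose by 0.29 (1 over the list alone), and of 15 genes of microglia and macrophages *C1qc* rose by 0.24 (none over the list alone). *Sox18* and *C1qc* no longer passed after median scaling, quantile normalization or cyclic loess. Of 15 skeletal muscle genes *Myl1* rose by 0.72 and *Tnnt1* by 0.25 and *Myf5*, a factor of muscle precursors, fell by 0.44 (the same numbers over the list alone). Of the rises in muscle genes, that of *Myl1* still passed after median scaling alone of the 3 scalings and that of *Tnnt1* after cyclic loess alone. Of 17 genes of cartilage and vertebrae *Matn3* fell by 0.23 (none over the list alone). Of these genes *Prrx1*, *Emcn*, *C1qc*, *Myl1*, *Tnnt1*, *Myf5* and *Matn3* were above the 95th percentile of the negative controls on 0 arrays. At that cut their values were not told apart from background, which does not show that RNA from these cells was absent.

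None of 7 genes of sensory ganglia and Schwann cells passed the test at their median of 0.29, with the sensory neuron genes *Avil* at 0.37 (standard error 0.126, adjusted p = 0.0665) and *P2rx3* at 0.38 (standard error 0.137, adjusted p = 0.0780). None of 7 red blood cell genes passed. The mean over the ganglion genes was 7.54 to 7.68 in the *Nfix*-/- arrays and 7.06 to 7.61 in the wild-type arrays, lowest in wild-type replicate 2. The mean over the skeletal muscle genes was 5.84 to 6.34 in the *Nfix*-/- arrays and 5.59 to 6.10 in the wild-type arrays.

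**Figure D3:**
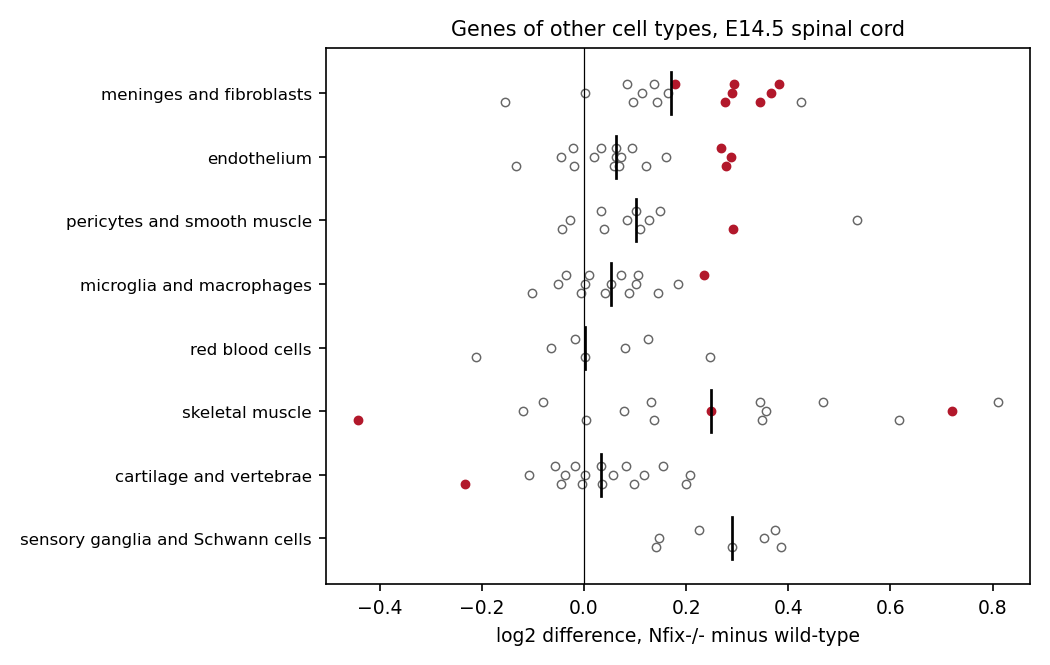
Each point is 1 gene of a list, with its log2 difference, *Nfix*-/- minus wild-type, on the horizontal axis. Filled points passed an adjusted p under 0.05 from limma and bars mark list medians, which lie at 0.17 for meninges and fibroblasts and 0.29 for sensory ganglia and Schwann cells.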

The use of single cell RNA-sequencing in future could be one way to circumvent this limitation, and to garner a more nuanced view of how NFIX regulates the activity of different cell types within the spinal cord. We also only analysed potential targets at an mRNA level. Assessing changes at the protein level, using either western blotting or immunohistochemistry, would be a powerful complementary approach. Finally, our data alone do not enable us to discern direct versus indirect targets of NFIX. This could be addressed in future using approaches such as chromatin immunoprecipitation and sequencing, which we have recently used to parse the roles of different NFI proteins within the postnatal cerebellum [5].

## Data Availability

The raw sequencing data described in this Data note can be freely and openly accessed through GEO (Data file 1) [17]. Data file 2 is available on Figshare (https://figshare.com) [18]. Please see Table 1 for links to the data.

## Abbreviations

NFI: Nuclear Factor One
NFIA: Nuclear Factor One A
NFIB: Nuclear Factor One B
NFIX: Nuclear Factor One X

How the deposited data were processed for this re-analysis (not part of the article)

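The data were log2 values of 8 Affymetrix Mouse Transcriptome Arrays, 4 from whole spinal cords of *Nfix*-/- embryos and 4 from those of wild-type embryos at E14.5. As the paper describes, the authors processed the scanner files of all samples together by SST-RMA at gene level in the Affymetrix Expression Console, and compared genotypes in the Transcription Analysis Console with genome version mm10, a one-way unpaired test, false discovery rate correction and a fold cut-off of 1.5. The deposited values are on the log2 scale, with 1 value per transcript cluster and array. No scale change, filter or further normalization was applied to them for the values beside the paper's sentences. The table held 72688 rows, of which 6732 were control probe sets and were left out of the tests. Transcript clusters were named from the platform annotation given with the values, and symbols and positions were updated through Entrez identifiers to the table of GRCm38.p6, the assembly of mm10. Clusters with several symbols were given no name. A symbol with several clusters was represented by the cluster with the highest mean over the arrays, which left 30142 symbols.

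Genotypes were compared on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over 65956 clusters, as *Nfix*-/- minus wild-type, with Benjamini-Hochberg adjustment. A cluster was counted at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper, and members of gene lists at the adjusted p alone. Before the data were examined, 34 gene lists of cell types, patterning, cell cycle and stress were fixed. Of their 484 genes 423 were measured by a cluster with 1 symbol, and *Apcdd1* was among those not analysed here. The list of the mitochondrial genome, with 1 member measured, was not tested. The other lists were tested with camera at a preset correlation of 0.01. Lists not described beside the paper's sentences held few calls. Of the *Hox* lists, *Hoxa2* rose by 0.14 among 5 hindbrain genes, and none of 8 cervical and 7 thoracic genes passed. Among 12 lumbosacral genes *Hoxd12* fell by 0.42 and 1 gene rose. The mean over these 12 genes varied widely between arrays of 1 genotype. It ran from 5.06 in replicate 4 to 6.34 in replicate 1 of *Nfix*-/-, and from 5.44 to 5.94 in wild-type. How far each dissected cord reached was not measured, so few calls here do not show that the cords were alike in extent. None passed of 18 genes of motile cilia, 14 of hypoxia and glycolysis and 5 reported as repressed by NFI proteins in progenitors. Nor did any of 4 of the Y-linked genes and *Xist* together. *Fosb* fell by 0.26 among 12 immediate early genes, and *Rps19* rose by 0.16 among 10 genes of the cytoplasmic ribosome. *Hoxd12*, *Fosb* and *Rps19* were above the 95th percentile of the negative controls on 0 arrays. *Rps19*, with means of 7.07 in *Nfix*-/- and 6.91 in wild-type, still lay above the highest negative-control median of an array, 4.88. So did the means of *Hoxd12*, *Fosb*, *Emcn*, *E2f1* and *Mnx1*, while those of *Ptf1a* lay below it. The cut alone therefore does not show a gene to be unexpressed.

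The genes named were fixed by a rule: the 12 largest rises and 12 largest falls among clusters with 1 symbol past both thresholds whose 2 groups did not overlap, leaving out provisional, pseudogene and small RNA names; the genes the paper names; and up to 3 members of each list with the lowest p (2 where none passed). Further genes are marked where they appear.

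Signal over background was judged by the negative-control probe sets, whose 95th percentile lay at 7.27 to 7.59 on the 8 arrays. Data were also simulated over 65956 clusters with the measured spread, of which 200 were changed, 50 at each fold. There limma recovered 34% of clusters changed by 1.3-fold, 78% of those changed by 1.5-fold, 90% at 2-fold and 96% at 3-fold. It made 7 false calls among 156. In the measured data 14520 clusters passed the adjusted p, so its cut was looser, and the simulated noise was independent between clusters. These shares therefore do not describe the measured comparison. Alternatives covered the test, the prior, array weights, each array left out, 16 combinations of 3 arrays against 3, median scaling, quantile normalization, cyclic loess, filters on dim and unnamed clusters, a fold cut-off of 2, limma treat and a Y-linked covariate. The authors' own table of called genes was not used here.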

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

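The tests of the first pattern below were chosen after its values were seen, except the repeat after cyclic loess. Among genes above the 95th percentile of the negative controls on at least 4 arrays, a selection the study does not discuss, 6 of 87 within 10 Mb of *Nfix* were lower in *Nfix*-/- at an adjusted p under 0.05, against 40 of 8664 elsewhere (odds ratio 15.9, Fisher's exact test, p = 5.52e-06, with *Nfix* left out and genes not independent of each other). They were *Scoc* (-0.28), *Wdr83* (-0.22), *Sall1* (-0.28), *Rbl2* (-0.21), *Fto* (-0.32) and *Herpud1* (-0.15), and each lay on chromosome 8 between 83434492 and 94395371. The share of 6.90% lay at the 99.05th percentile of 8181 windows of the same width around genes on other chromosomes, 78 of which were as high, which argues against chance placement but leaves it close, and after cyclic loess the odds ratio was 8.72 (Fisher's exact test, p = 3.57e-05), which argues against a brightness-dependent scaling. Between 2 and 10 Mb from *Nfix* 4 of 48 genes were lower (odds ratio 19.6), all on the side of higher coordinates. This share is more than an effect of the altered allele on its nearest neighbours alone would give. A chromosome segment of the stem cells' strain kept around the allele, with variants under the probes or in the genes' regulation, may account for it. Higher genes were not more frequent within 10 Mb, with 22 of 87 against 2020 of 8664 elsewhere (odds ratio 1.11, Fisher's exact test, p = 0.702). The genes at both thresholds of the study showed no excess near *Nfix*, with 1 of 228 within 10 Mb and 351 of 29601 elsewhere. A dependence of the 6 lower genes on NFIX remains untested.

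The other results named here each had 1 array far from the other 3 of its genotype, as chance gives in about 1 group in 20, and 18 of 248 groups did. The groups share the same arrays and are not independent of each other. Most of the 18 fell in *Nfix*-/- replicate 4 and wild-type replicate 2, the arrays of highest negative-control signal and lowest area under the curve. In *Nfix*-/- replicate 4, log2 values were low for *Mmd2* (8.82, others 8.93 to 8.95), *Phgdh* (8.42, others 8.57 to 8.59), *Sall1* (7.77, others 7.95 to 7.98) and *Olfr1009* (2.98, others 3.25 to 3.26), as were the area under the curve of the controls (0.924, others 0.933 to 0.934) and the means of the lists of DNA replication (6.80, others 6.91 to 6.93) and motor neurons (7.57, others 7.69 to 7.70), while the mean of the cervical *Hox* genes was high (8.89, others 8.71 to 8.73). In wild-type replicate 2, values were low for *Hes5* (8.06, others 8.14 to 8.15), *Mdm2* (7.88, others 7.96 to 7.98), *Olfr1009* (3.99, others 4.40 to 4.46), motor neurons (7.41, others 7.63 to 7.67) and endothelium (7.12, others 7.20 to 7.21), and high for *Ei24* (8.60, others 8.51 to 8.52). *Aspn* was high in wild-type replicate 3 (4.01, others 3.28 to 3.36), *Olfr1018* in wild-type replicate 4 (4.01, others 3.66 to 3.71) and the mean of the astrocyte genes in wild-type replicate 1 (7.63, others 7.57 to 7.58), and *Tmsb4x* was low in *Nfix*-/- replicate 3 (8.31, others 8.42 to 8.43).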

How the results depend on the processing

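At both thresholds, counts stayed within 1.5 times 522 higher and 829 lower with the methods' t-test adjusted (495 and 789) or at its unadjusted threshold (531 and 856), and with unadjusted limma, the trended robust prior, array weights, the Y-linked covariate and each scaling. With the replicate block there were 510 higher and 820 lower. Same-numbered arrays of the 2 genotypes deviated from their group means at correlations of 0.47, -0.15, 0.04 and -0.08. These give no clear sign that the numbers pair the arrays but cannot exclude shared litters, which the labels do not name. Not every array correlated best with its own number. The highest correlations were 0.66, of *Nfix*-/- replicate 4 with wild-type replicate 2, and 0.59, of *Nfix*-/- replicate 1 with wild-type replicate 3. Their cause was not tested. Leaving out 1 array gave 483 to 675 higher and 755 to 962 lower, and 0 to 4 lists past camera at the preset correlation of 0.01 (none with an estimated correlation on all 8 arrays, which was not tried with arrays or clusters left out): neurons, synapse, meninges and fibroblasts and immediate early genes without *Nfix*-/- replicate 1, neurons without replicate 3, mitosis and meninges and fibroblasts without replicate 4, and neurons and sensory ganglia without wild-type replicate 4; the cause was not tested. Leaving out 1 array of each genotype gave 454 to 908 higher, the 908 without *Nfix*-/- replicate 1 and wild-type replicate 2. Fewer clusters tested gave fewer genes past the thresholds: 64 higher and 52 lower (116 in all, 4559 at the adjusted p alone, 1 list, immediate early genes) above the median mean, 182 and 187 (369, 8355) among clusters with 1 symbol, 181 and 179 (360, 8272) with 1 cluster per symbol. Above the negative controls, chosen after seeing the data, there were 9 and 2 (11, 2500, 3 lists, namely the NFI family, the genes named by the paper and the cervical *Hox* genes, all downwards) on at least 4 arrays and 4 and 0 (4, 2128) on all 8. A fold cut-off of 2 left 12 and 31 (43), and limma treat, which tests for a change over 1.5-fold, 2 and 4 (6), without *Nfix* (-0.39). By fry 6 lists passed, and after cyclic loess, chosen after seeing the data, 2, both of which hold *Nfix*. For position, the odds ratio of genes past both thresholds within 10 Mb of *Nfix* was 0.367 (Fisher's exact test, p = 0.531), that of genes past the adjusted p alone 1.36 (p = 0.0490, Fisher's exact test), and that of lower genes above the negative controls, chosen after seeing the data, 15.9, for which the cause was not tested beyond the tests given for it. Of 76 named genes past the adjusted p, 39 stayed past it under every setting that tested them but treat, and none reversed. Signal over background limits these counts, since 1347 of the 1351 clusters were not above the 95th percentile of the negative controls on all 8 arrays.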

Differences from the paper's values

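The paper states that 828 genes were upregulated and 523 downregulated in *Nfix*-/- spinal cord. At the same thresholds, limma on the deposited values gave 522 transcript clusters higher and 829 lower in the arrays labelled *Nfix*-/-. The counts are 829 and 522 when the sign is turned to wild-type over *Nfix*-/-. In both cases they sum to 1351. The methods' t-test, the kind of test the paper names, gave 495 higher and 789 lower. All 8 arrays, 4 per genotype, entered these counts, whereas the paper's abstract gives n = 3 mice per genotype. Which arrays entered the paper's counts is not known here. By limma, 3 arrays against 3 gave 454 to 908 higher and 706 to 980 lower. In the direction of the labels, 39 alternatives were set before the data were examined. Of these, 4 gave both counts within 1.5 times the paper's: median scaling (654 and 697), quantile normalization (652 and 661), cyclic loess (612 and 677) and the fit without *Nfix*-/- replicate 2 and wild-type replicate 1 (557 and 740). Each of these 4 still had more clusters lower than higher, opposite to the paper's counts. The number higher alone came within 1.5 times in 11 others, with array weights (584), without *Nfix*-/- replicate 4 (574), without wild-type replicate 1 (556) or 2 (675), and in 7 fits of 3 arrays against 3, of which that without *Nfix*-/- replicate 4 and wild-type replicate 2, the arrays of highest negative-control signal, gave 644 higher and 862 lower. The number lower alone did so in 3 others, without *Nfix*-/- replicate 2 (755) and in 2 fits of 3 against 3. The remaining alternatives gave neither. With the sign turned, 33 of the 39 gave both counts within 1.5 times the paper's, and those that did not were the filters on dim and unnamed clusters, 1 cluster per symbol, the fold cut-off of 2, limma treat and the fit without *Nfix*-/- replicate 1 and wild-type replicate 2.

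The paper gives every array an area under the curve of positive against negative controls above 0.91. From the deposited values it was 0.908 in wild-type replicate 2, which rounds to 0.91, and 0.924 to 0.934 in the other 7 arrays. It was computed here from probe sets known as controls by name only, so it may differ from the metric that the paper reports.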

Other observations

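The embryos' sex, which the study does not give, differed between arrays. *Xist*, the RNA of the inactive X chromosome, had log2 values of 4.17 and 4.33 in *Nfix*-/- replicates 1 and 2 and 4.25 in wild-type replicate 3, against 10.4 to 11.1 in the other 5 arrays, and the mean of the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* was 5.76 to 6.78 in those 3 arrays and 3.33 to 3.83 in the other 5. Outside the genes fixed beforehand, and named after their values were seen, *Cetn3*, a centrin, rose by 0.50 and *Tmsb4x*, which encodes an actin-binding thymosin, by 0.40 in *Nfix*-/-, and *Efnb3*, an ephrin of the spinal cord midline, fell by 0.26, each above the 95th percentile of the negative controls on at least 6 of the 8 arrays.

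The tests of direction below were chosen after its values were seen. At both thresholds more clusters were lower than higher in *Nfix*-/-, against the direction of the study's counts, whereas more were higher at the adjusted p alone and above the negative controls. An interchange of the genotype labels would make *Nfix* higher in the arrays labelled *Nfix*-/-, and it was lower, with a log2 difference of -0.39 on 4 of 4 arrays, although the deleted part of the gene is not known here. With the sign turned, neither limma count, from 4 arrays against 4, differed from the study's by more than 1. Fold changes taken as wild-type over *Nfix*-/- in the study's counts may account for this. The methods' t-test, the kind of test the study names, gave 789 and 495 with the sign turned, against 828 and 523. The near-exact match thus holds for limma and not for that test. The table behind those counts was not analysed here, and no biological explanation was tested.

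For the level of the called clusters, the test of the negative controls and that of embryo sex were set before their results were seen and the others after. No other of the 35 splits of the 8 arrays into 4 and 4 gave a cluster past both thresholds, against 1351 for the genotypes. This is 1 of 35 splits, the smallest share possible, with a highest other count of 0. At an unadjusted p under 0.05 from limma there were 36.7% of clusters for the genotypes against at most 17.0% in another split. These values argue against chance but cannot exclude it, as the test was chosen after the values were seen. With the Y-linked mean as a covariate 1403 clusters passed, which argues against embryo sex, and after cyclic loess 1289 did, which argues against a trend with brightness as the whole cause. A background signal that differs between the arrays of the 2 genotypes may account for many of these calls. The spread of log2 differences beyond their standard errors was 0.324 over negative controls (95% bootstrap interval 0.304 to 0.344). It was 0.246 over transcript clusters of the same brightness, a ratio of 1.32, and for the negative controls no other split exceeded 0.232. Over all negative controls, the share with an unadjusted p under 0.05 from limma was 11.6%, against at most 10.8% in another split. By that share they hardly set the genotypes apart. The 2 sets also differ in noise, as their median standard errors below show, so the ratio of 1.32 alone cannot decide the cause. A biological effect of *Nfix* on dim transcripts stays open, as the values point both ways: in a joint fit, at the same brightness, 188 of 2610 negative controls (7.20%) and 1090 of 29909 transcript clusters (3.64%) passed both thresholds (5.25% and 2.03% at any brightness), whereas 15.9% and 42.4% of those of the same brightness had an unadjusted p under 0.05, with median standard errors of 0.291 and 0.0837.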
